A study of Homo sapiens with 39 samples.

How the data were processed

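RNA-seq was analysed from 39 libraries of HCT116 cells, a human colorectal cancer line. They formed 13 groups of 3 libraries. The parental group was the Flp-In T-REx host line with no HNF4A construct. Each of the other 12 groups was 1 stable line in which 1 isoform of hepatocyte nuclear factor 4 alpha (HNF4A), fused to GFP, is switched on by doxycycline. Per the labels' protocols, all cells received 2.5 µg/ml doxycycline for 48 h and the selection antibiotics were withdrawn at induction. Before that, the parental cells had been kept in blasticidin and zeocin and the lines in blasticidin and hygromycin B. RNA was enriched for poly(A) and libraries were made with a strand-keeping kit, per the labels' protocols. No group expressed GFP alone, so an effect of GFP, of the earlier antibiotics or of deriving a line is not separated from an effect of the isoform.

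The authors deposited 13 tables of 45446 rows, 1 per group, with a gene name and TPM (transcript abundance scaled to a fixed sum per library) for each library. The TPM columns summed to between 999972.6 and 999987.7 per library, so each library was normalised to its own total and the tables share 1 scale. The aligner or quantifier, its annotation and the genome build are not given in the sources used here. The 12 tables of the lines also hold the authors' own comparison with the parental cells: a mean of normalised counts, a log2 fold change with its standard error, a test statistic (a score), a p-value and an adjusted p-value, and the column names are those of a DESeq2 results table, per the file headers. These columns of the authors entered no fit. They were used to set the genes that pass in the deposited tables beside those found here, in number and direction, and for a measure of depth. Read depth per library is unknown from TPM. The authors' mean normalised counts summed to between 50609338 and 56136330 over the genes of a table, which is the only measure of depth in the files. No interval for counting error could be computed from TPM.

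The rows were in the same order in all tables. The names differed from those of the parental table in 29 rows of the isoform 4 and isoform 5 tables: 27 names had become dates, and the names HNF4A4 and HNF4A5 were exchanged. Each table holds 12 rows named HNF4A1 to HNF4A12. They were summed to 1 value for HNF4A, which the exchanged names do not change, and 45435 rows remained. In total 108 rows with a repeated name were kept as separate rows. Of the tested rows, 77 repeat the values of another tested row in all 39 libraries, mostly copies of short RNA genes and genes listed more than once, and each was counted as a gene. Library columns carry a name that the labels repeat, and all columns were assigned through it. For isoforms 4 and 5 the labels give the same name for all 3 libraries, so these 6 libraries have a group but no replicate number.

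The unit is TPM and not counts, so linear models were fitted on the log2(TPM + 1) scale with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with the mean-variance trend). A fold change on this scale understates the change of genes with low TPM. Genes with a mean of at least 1 TPM over the 39 libraries were tested, which left 15003. All 39 libraries entered 1 fit with 13 group coefficients and 26 residual degrees of freedom, and 12 contrasts compared each line with the parental cells. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison and an absolute log2 fold change of at least 1. The median residual SD was 0.094 on the log2 scale.

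A list of 24 known HNF4A targets of liver and gut was fixed from general knowledge, among them APOA1, APOA4, APOB, APOC3, APOH, TTR, SERPINA1, CDH17, VIL1, LGALS4, FABP1, MTTP, G6PC, PCK1, F7, F10, TM4SF4, TM4SF5, MUC13, AGT and AMBP. Another 3 genes of this list, and 1 of the interferon list used in the closing observations, entered the tests but are not reported here by name. It was tested with camera (preset correlation of 0.01) and with fry. For statements on isoform class, the 3 libraries of a line were averaged and the 12 lines were the units of an additive limma model of N-terminal form (isoforms 1-3, 4-6, 7-9 and 10-12) and C-terminal form (isoforms 1, 4, 7, 10; 2, 5, 8, 11; and 3, 6, 9, 12). The classes come from the standard isoform nomenclature and not from the labels: promoter P1 for isoforms 1-6 and P2 for 7-12, exon 1B in 4-6, an insertion of 10 amino acids in 2, 5, 8 and 11, and a shortened C-terminus in 3, 6, 9 and 12. Numbers of called genes were compared between classes with exact permutation tests, and with the HNF4A level by Pearson and Spearman correlation with 100000 permutations, all two-sided. Because all 12 comparisons use the same 3 parental libraries, fold changes of unchanged lines were simulated 20 times against shared controls.

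The genes named in the text follow a rule: HNF4A; genes of the target list called in at least 6 lines; the 5 genes called higher and the 5 called lower in the most lines, in the same direction wherever called; for each line the called gene with the largest rise and the one with the largest fall, HNF4A left out; and for each class contrast the 2 called genes with the largest difference. All except those of the class contrasts needed all 3 libraries of a line on the same side of all 3 parental libraries. The groups, the tests, this rule, the target list and the alternatives were fixed before the data were examined, except where the text says otherwise. The design foresaw a count test for counts and the limma fit for normalised values, and the second was used.

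The alternatives were the replicate number as a block, fits on the 6 libraries of 1 comparison, no minimum fold change, no filter, a filter at a mean of 5 TPM, a pseudocount of 0.1, median-of-ratios scaling of the libraries, no variance trend, leaving out single libraries, fry for camera, and libraries in place of lines as units. The fits were tested on simulated log2 data for 15003 genes with 200 genes changed by 1.5. For isoform 6 against the parental cells 195 of the 200 were called with 2 false calls, and for isoforms 4-6 minus 1-3 at line level 193 were called with 3 false calls. The window scan used in the closing observations, run on 13480 genes, found both of the 2 shifted windows in its simulation of isoform 10 and 0 others.

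The files hold no coordinates. Positions given for genes are those of GENCODE v29 on GRCh38, matched by gene symbol, which gave a position for 13480 of the 15003 tested genes (89.8%). Analyses of position used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9.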

Results

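The 39 libraries, 3 for the parental cells and 3 for each of 12 lines, had between 27892 and 30553 genes above 0 TPM. Within every group, each library had a correlation of at least 0.9952 across genes with another library of its group on the log2(TPM + 1) scale. No pair of libraries shared more than 0.007% of identical values above 0, so all 39 were counted as separate. The comparison of every line with the parental cells asks which genes change when 1 HNF4A isoform is produced.

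HNF4A mRNA was measured first, since it checks the labels. HNF4A lies on chromosome 20 from 44355700 to 44434596 (GRCh38). The parental cells had 31.5 TPM ± 0.59 (SD, n = 3) of HNF4A, and the means of the 12 lines were between 613.6 TPM (isoform 2) and 1071 TPM (isoform 6). In isoform 2 HNF4A was at 613.6 TPM ± 39.2 (SD, n = 3), a log2 fold change of 4.24 ± 0.137 (SE). In isoform 6 HNF4A was at 1071 TPM ± 41.4 (SD, n = 3), a log2 fold change of 5.04 ± 0.137 (SE). HNF4A was called higher in all 12 lines, with a largest limma adjusted p of 5.57e-20. Each line had its highest value in the row of its own isoform by the names in its own table. The spread was widest in isoform 3, at 670.7 TPM ± 230.5 (SD, n = 3): replicate 1 had 406.95 TPM of HNF4A, against 833.45 and 771.79 TPM in the other libraries of that line.

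**Figure D1:**
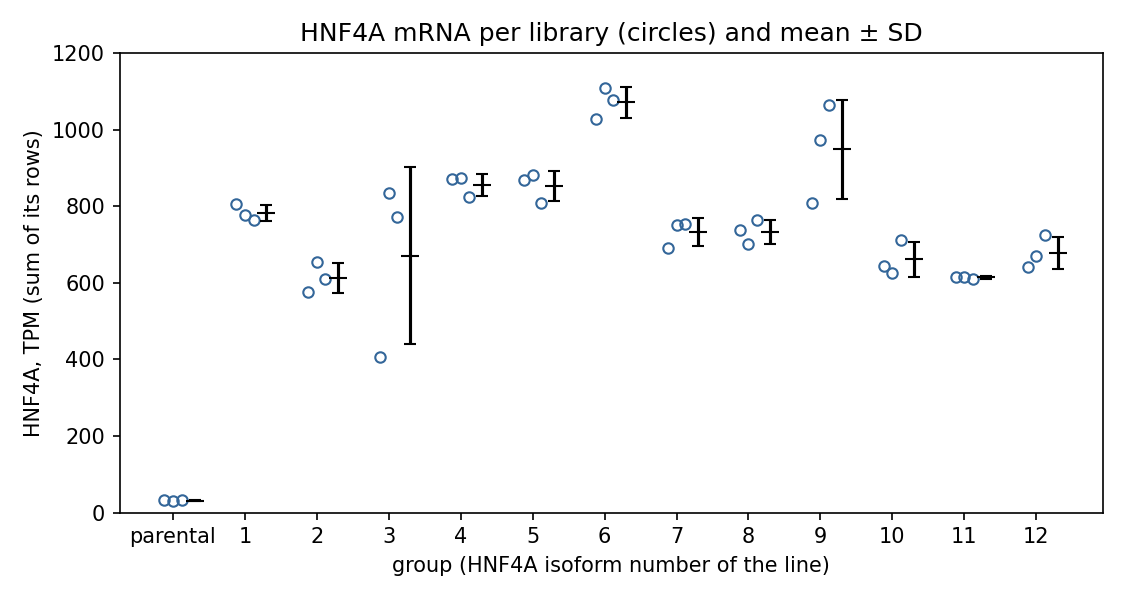
HNF4A in each library, as the sum of its 12 rows in TPM (circles), with the mean and SD of the 3 libraries of each group beside them; the x axis gives the parental cells and the lines of isoforms 1 to 12. The parental libraries lie at 30.81 to 31.95 TPM, below every library of the lines, and 1 library of isoform 3 lies at 406.95 TPM.

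The first principal component of the tested genes held 33.9% of the variance and the second 10.2%. On the first, the libraries of isoforms 1 and 2 lay at 28.03 or above, and those of isoforms 4, 5 and 6 lay at -20.02 or below, close to the parental libraries at -24.39 to -23.45. Replicate 1 of isoform 3 lay at -6.84, between the parental libraries and the other libraries of its line at 5.28 and 4.33.

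**Figure D2:**
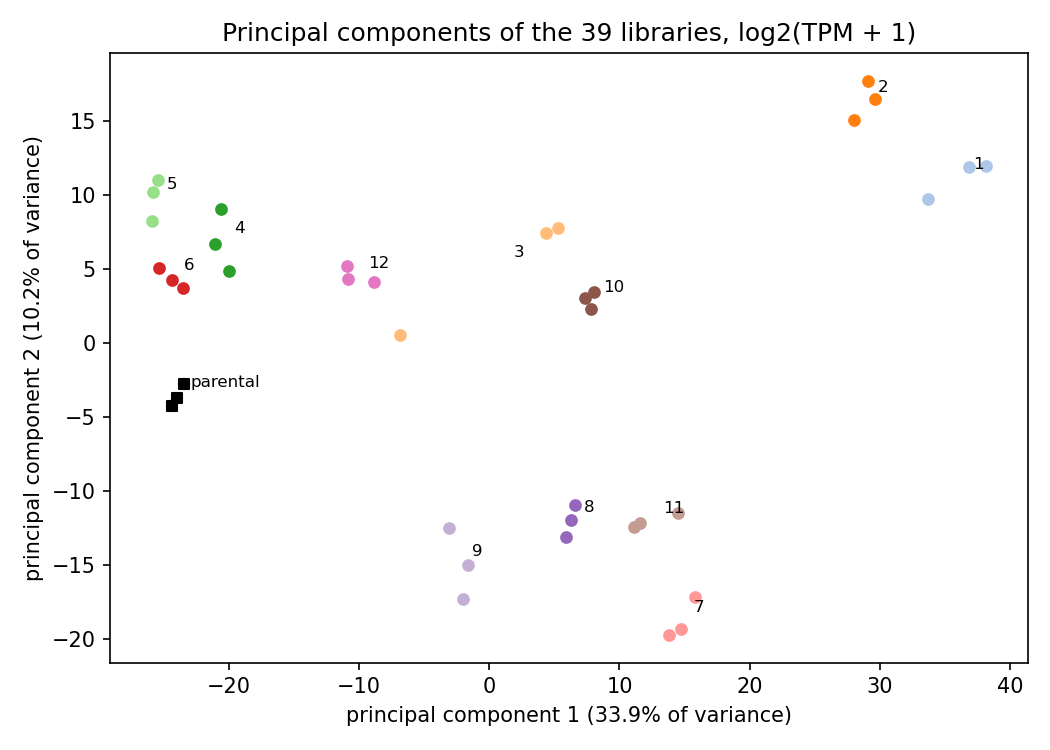
Principal components 1 (33.9% of variance) and 2 (10.2% of variance) of log2(TPM + 1) over the tested genes, 1 point per library; squares are the parental libraries and circles the lines, each group numbered by its isoform. Isoforms 4, 5 and 6 lie near the parental libraries on component 1, and isoforms 1 and 2 farthest from them.

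The number of genes called against the parental cells differed widely between lines (limma, 15003 genes tested). Isoform 1 had 678 called genes (411 higher, 267 lower) and isoform 2 had 560 (354 higher, 206 lower). Isoform 3 had 121 (98 higher, 23 lower). Isoform 4 had 81 (34 higher, 47 lower), isoform 5 had 44 (23 higher, 21 lower) and isoform 6 had 37 (14 higher, 23 lower). Isoform 7 had 312 (168 higher, 144 lower), isoform 8 had 212 (141 higher, 71 lower) and isoform 9 had 124 (58 higher, 66 lower). Isoform 10 had 216 (169 higher, 47 lower), isoform 11 had 255 (157 higher, 98 lower) and isoform 12 had 86 (66 higher, 20 lower). Without a minimum fold change, the alternative that moved these numbers most, isoform 1 had 8782 and isoform 6 had 1511. In isoform 3, leaving out replicate 1 raised the number from 121 to 182.

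The median log2 fold change of all tested genes was -0.107 in isoform 1 and -0.09 in isoform 2. Median-of-ratios scaling moved these medians to 0.015 and 0.018. The split of the calls into higher and lower depended on the processing. With this scaling the share of higher calls rose by more than 10 percentage points in 3 lines: from 60.6% to 76.1% in isoform 1 (523 higher, 164 lower), from 63.2% to 74% in isoform 2 (443 higher, 156 lower) and from 61.6% to 71.9% in isoform 11 (182 higher, 71 lower). It rose from 53.8% to 62.9% in isoform 7 (198 higher, 117 lower), and in isoform 9 from 46.8% to 51.7% (62 higher, 58 lower), so that the majority changed. A pseudocount of 0.1 moved the share the other way, to 49.5% in isoform 1 (507 higher, 517 lower), 50.4% in isoform 2 (435 higher, 428 lower), 40% in isoform 7 (227 higher, 340 lower), 55.2% in isoform 8 (202 higher, 164 lower) and 48.2% in isoform 11 (211 higher, 227 lower). With it the excess of higher calls was lost in isoforms 1, 7 and 11. At a filter of 5 TPM the majority changed in isoform 4 (21 higher, 20 lower) and isoform 9 (47 higher, 28 lower). With this filter the share of higher calls fell from 37.8% to 16.7% in isoform 6 (3 higher, 15 lower) and rose in all other lines. In the authors' deposited tables, between 14 (isoform 6) and 1370 (isoform 1) genes pass an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The settings behind the authors' fold changes are not given, so a cut of 1 there need not match a cut of 1 here. Their largest SE over all genes was 0.106 in isoform 6 and 0.361 in isoform 1. Of the genes called here, 95.6% in isoform 1 and 59.5% in isoform 6 had an adjusted p under 0.05 in the same direction in the authors' deposited tables. Of the 37 genes called in isoform 6, 15 had no adjusted p in the authors' deposited table.

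**Figure D3:**
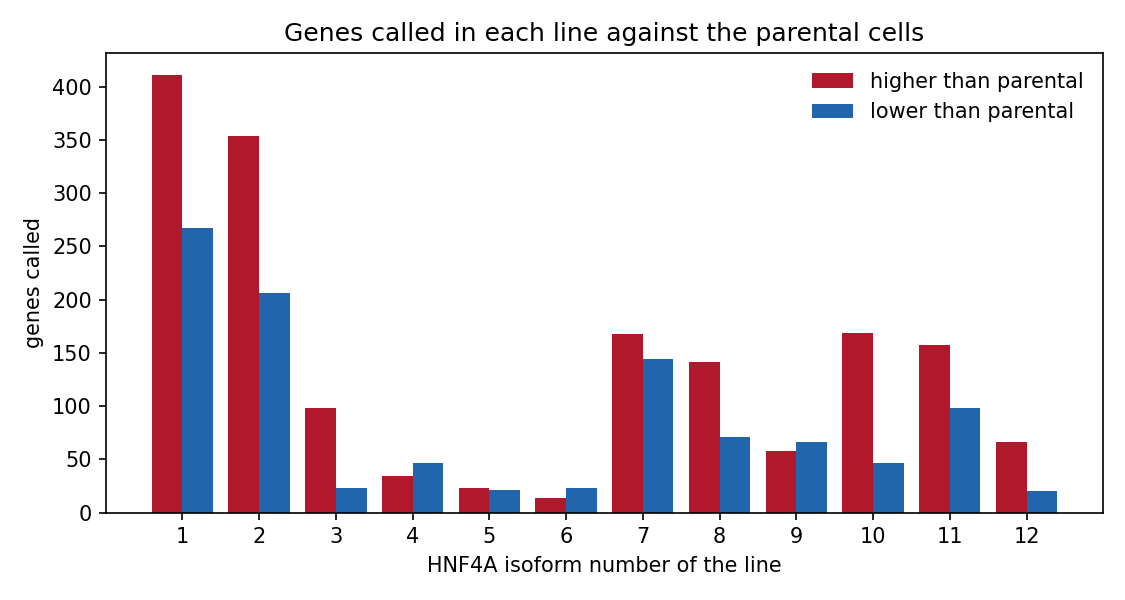
Number of genes called higher (red) and lower (blue) than in the parental cells in each of the 12 lines (x axis, isoform number; y axis, genes), at a limma adjusted p under 0.05 and an absolute log2 fold change of at least 1. Isoforms 1 and 2 have the most called genes, 678 and 560, and isoforms 5 and 6 the fewest, 44 and 37.

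In total 985 genes were called in at least 1 line, and 397 of them in 1 line only. Without rows that repeat the values of another row the total was 971. Such repeats made up 10 of the 212 calls of isoform 8, the most of any line, and 4 of the 37 of isoform 6. Among the genes called the same way in the most lines, C11orf86 (chromosome 11, 66975277 to 66977004, GRCh38) was called higher in 11 lines. It had 0.217 TPM ± 0.0805 (SD, n = 3) in the parental cells and its log2 fold change ran from 0.51 in isoform 6, where it was not called, to 6.35 in isoform 1 (largest SE 0.14). SEMA3B, TRIM10 and CAMK2N1 were also called higher in 11 lines, all except isoform 6, with largest log2 fold changes of 3.64, 2.77 and 1.66. CIDEC was called higher in 10 lines and reached 6.42 in isoform 1. It was not called in isoforms 5 and 6, where its log2 fold change was 0.7 and -0.01 (SE 0.13).

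Besides HNF4A, 2 genes were called the same way in all 12 lines, SPARC and FGFBP1, and both were lower. SPARC (chromosome 5, 151661096 to 151687165, GRCh38) had 17.2 TPM ± 2.84 (SD, n = 3) in the parental cells, and its log2 fold change ran from -4.03 in isoform 2 to -1.56 in isoform 6 (largest SE 0.34, largest limma adjusted p 0.0025). FGFBP1 (chromosome 4, 15935569 to 15938740, GRCh38) had 32.8 TPM ± 3.62 (SD, n = 3) in the parental cells, and its log2 fold change ran from -2.76 in isoform 2 to -1.05 in isoform 9 (largest SE 0.22, largest limma adjusted p 0.00082). FGFBP1 lies in a stretch of chromosome 4 whose genes had a median log2 fold change, relative to the median of all genes in each line, between -0.341 and 0.134. DHRS2 and PPP1R1B were called lower in 10 lines and CAVIN2 in 9, with lowest log2 fold changes of -4.35, -2.39 and -2.88, all in isoform 2. DHRS2 was 1.05 ± 0.41 (SE) above the parental cells in isoform 5, which was not called (limma adjusted p 0.0831). It had 200 TPM ± 7.6 there and 96.4 TPM ± 11.4 in the parental cells (SD, n = 3). The SE pools the spread of all groups, among them isoform 3 at 22 TPM ± 28.9 (SD, n = 3). A rise of DHRS2 in isoform 5 is therefore not excluded. In lines simulated without any change against the same controls, the number of genes called in all 12 was 0. These simulations gave at most 1 call over all lines, so a count of 0 was near certain beforehand. It does not tell how many shared calls would arise among lines with changes of their own.

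**Figure D4:**
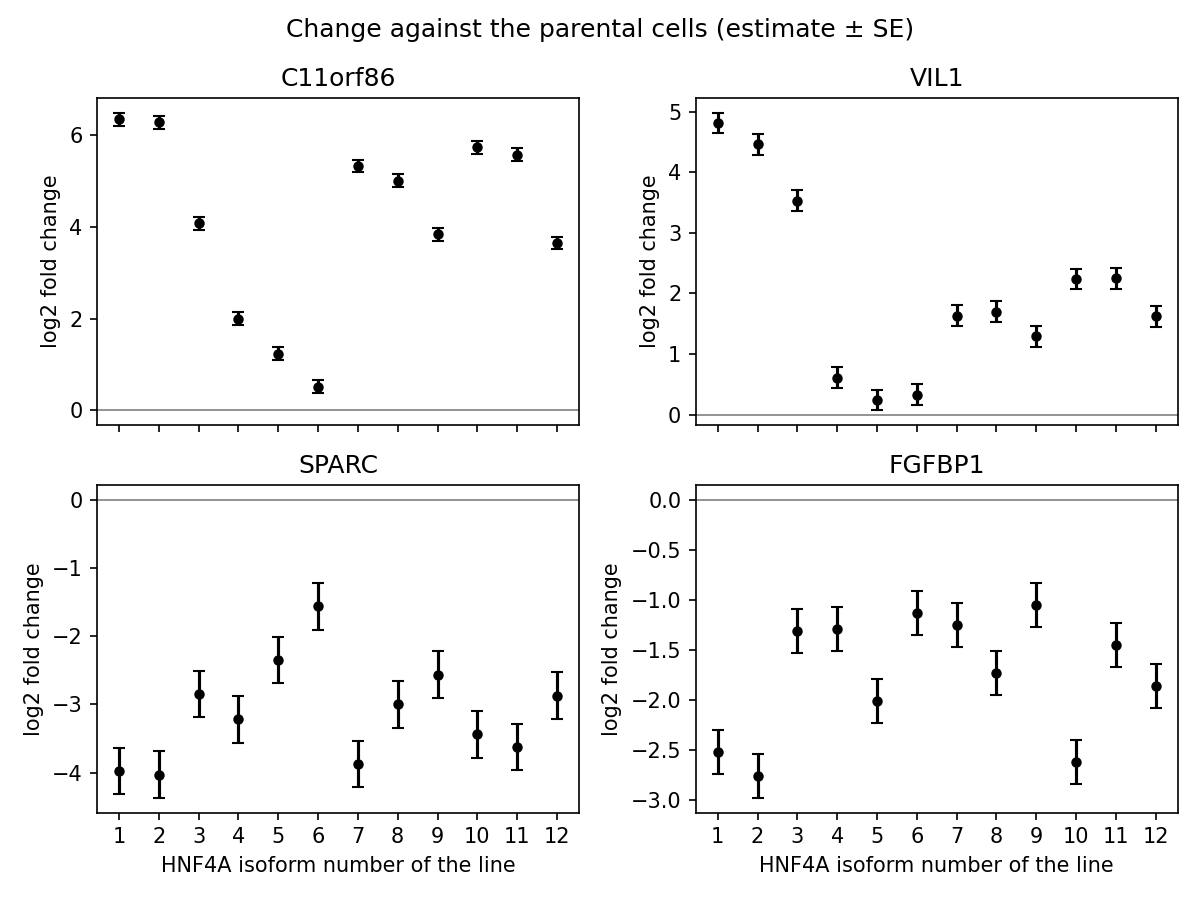
Log2 fold change against the parental cells (y axis, estimate ± SE from limma on log2(TPM + 1)) of C11orf86, VIL1, SPARC and FGFBP1 in the 12 lines (x axis, isoform number). C11orf86 runs from 0.51 in isoform 6 to 6.35 in isoform 1, and SPARC lies between -4.03 and -1.56 in all 12 lines.

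The gene with the largest rise in each line was IL32 in isoforms 1 and 11, ACSL5 in isoform 7, and C11orf86 in isoforms 2, 3, 8, 9, 10 and 12. IL32 rose from 0.424 TPM ± 0.111 (SD, n = 3) to 139 TPM ± 14.9 (SD, n = 3) in isoform 1, a log2 fold change of 6.62 ± 0.15 (SE, limma adjusted p 1.78e-24). ACSL5 rose from 0.55 TPM ± 0.0801 (SD, n = 3) to 64 TPM ± 2.99 (SD, n = 3) in isoform 7, a log2 fold change of 5.39 ± 0.11 (SE, limma adjusted p 1.37e-25). The largest fall was that of SPARC in isoforms 4, 5 and 11, of RPL21P16 in isoform 8, and of DHRS2 in the remaining lines.

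The largest changes that the rule gave for isoforms 4, 5, 6 and 8 included 4 short RNAs or pseudogenes whose values are uncertain, because reads can be shared with near-identical copies. RNU6-333P was listed at 0 in the parental libraries and at 11.2, 3.86 and 3.97 TPM in isoform 4. SNORD173 was listed at 0 in the parental libraries and at 5.42, 3.55 and 3.89 TPM in isoform 5. RN7SL617P had 0.596, 0 and 0.675 TPM in the parental libraries and 3.51, 5.56 and 2.75 TPM in isoform 6. RPL21P16 had 1890, 1890 and 2240 TPM in the parental libraries and 1530, 121 and 0.0483 TPM in isoform 8. None of these 4 genes stayed past the threshold when each library was left out in turn: the largest limma adjusted p was 0.107 for RNU6-333P, 0.057 for SNORD173, 0.0944 for RN7SL617P and 0.392 for RPL21P16.

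Of the 24 HNF4A targets in the list, 6 passed the filter, among them APOA1, VIL1, LGALS4, MTTP and F10. The filter used the mean over all 39 libraries, so a gene low in the parental cells passed if it rose enough in some lines. APOA1, LGALS4 and VIL1 had parental means of 0.274, 0.137 and 0.554 TPM. The results of the 6 genes therefore lean toward genes that rose. Medians without a filter are given further below. The median log2 fold change of these 6 was 2.11 in isoform 1, 1.71 in isoform 2, 0.7 in isoform 3, 0.41 in isoform 10, 0.24 in isoform 11 and 0.16 in isoform 12, and camera gave adjusted p-values over the 12 lines of 8.68e-06, 3.79e-05, 8.36e-05, 0.00165, 0.0113 and 0.0165. With camera the list did not pass in isoform 7 (median 0.06, adjusted p 0.0915), isoform 8 (0.15, adjusted p 0.145) and isoform 9 (0.11, adjusted p 0.183). With fry it also passed in these 3 lines, with adjusted p-values of 0.00483, 0.00183 and 0.0388, and all 6 calls of camera held. The list genes did not move together in these 3 lines. F10, singled out after its values were seen, rose in isoforms 1, 2 and 3 by 1.86, 1.52 and 1.2. But its log2 fold change was -0.36 in isoform 7 (limma adjusted p 0.0423), -0.69 in isoform 8 (limma adjusted p 0.000311) and -0.5 in isoform 9 (limma adjusted p 0.00994). These falls (SE 0.14 in each) were short of the minimum fold change. Lines in which the list passed with camera were mixed too. F10 was at 0.04 in isoform 10, -0.3 in isoform 11 (limma adjusted p 0.0985) and -0.28 in isoform 12 (limma adjusted p 0.205). VIL1 and LGALS4 were the only list genes called in isoforms 11 and 12. MTTP was at -0.32 in isoform 2 (limma adjusted p 0.0227). In isoform 4 (median -0.04), isoform 5 (0.12) and isoform 6 (-0.02) the list passed with neither, with camera adjusted p-values of 0.409, 0.634 and 0.876. In isoforms 4 and 6 the median was below 0 while the mean, 0.1 and 0.04, and the direction of camera were above. The calls in isoforms 11 and 12 were lost with median-of-ratios scaling, where the camera adjusted p was 0.0588 in both. Over all alternatives the adjusted p was at most 0.12 in isoform 11 and 0.382 in isoform 12.

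In isoforms 1 and 2, 4 of the 6 list genes were called adjusted over all genes tested, and 4 adjusted over the list alone. In isoform 3 the number was 3 both ways, in isoforms 7, 8, 10, 11 and 12 it was 2 both ways, in isoform 9 it was 1 both ways, and in isoforms 4, 5 and 6 it was 0 both ways. VIL1 (chromosome 2, 218419092 to 218453295, GRCh38) was called higher in 9 lines. VIL1 had 0.554 TPM ± 0.112 (SD, n = 3) in the parental cells and 42.7 TPM ± 3.92 (SD, n = 3) in isoform 1, a log2 fold change of 4.81 ± 0.17 (SE). In isoform 7 VIL1 had 3.81 TPM ± 0.475 (SD, n = 3), a log2 fold change of 1.63 ± 0.17 (SE). LGALS4 (chromosome 19, 38801671 to 38813364, GRCh38) was called higher in 8 lines, with a log2 fold change of 3.45 ± 0.17 (SE) in isoform 1. Of the list genes under the filter, APOA4, APOC3 and TM4SF5 reached means of 2.52, 2.56 and 3.45 TPM in isoform 1.

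At the level of lines, the additive limma model of N-terminal and C-terminal form called 293 genes between isoforms 4-6 and isoforms 1-3 (88 higher and 205 lower in 4-6). The median difference of all genes was 0.069. Without a minimum fold change the number was 5195. The largest differences were those of ACSL5 (chromosome 10, 112374018 to 112428380, GRCh38), at -5.01 ± 0.43 (SE, limma adjusted p 0.000262), and IL32 (chromosome 16, 3065297 to 3082192, GRCh38), at -4.97 ± 0.41 (SE, limma adjusted p 0.000228). The line means of ACSL5 were 6.72, 6.36 and 3.55 on the log2(TPM + 1) scale in isoforms 1, 2 and 3 and 0.68, 0.6 and 0.33 in isoforms 4, 5 and 6.

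Isoforms 7-9 differed from isoforms 1-3 in 78 genes, 4 higher and 74 lower in 7-9. The largest differences were those of CIDEB (chromosome 14, 24305096 to 24311430, GRCh38), at -3.13 ± 0.17 (SE, limma adjusted p 0.00023), and SDCBP2 (chromosome 20, 1309909 to 1329239, GRCh38), at -2.77 ± 0.37 (SE, limma adjusted p 0.00515). Between isoforms 10-12 and 7-9 limma called 0 genes, with 1132 at an unadjusted p under 0.05. Between isoforms 2, 5, 8, 11 and isoforms 1, 4, 7, 10 limma also called 0, with 454 at an unadjusted p under 0.05. Between isoforms 3, 6, 9, 12 and the other C-terminal forms it called 1 gene, C11orf86, which was lower by -1.67 ± 0.18 (SE, limma adjusted p 0.0344), and 2724 genes had an unadjusted p under 0.05. That call was lost without replicate 2 (limma adjusted p 0.0566), with scaling (0.067) and without a filter (0.325), in a range over its alternatives from 5.86e-13 to 0.325. The additive model assumes the same C-terminal difference in every N-terminal form, and a difference in only some of them counts as residual spread. ACSL5 had line means of 6.02, 5.52 and 3.72 in isoforms 7, 8 and 9, but 0.68, 0.6 and 0.33 in isoforms 4, 5 and 6. The count of 1 gene therefore does not show that the C-terminal form matters little. Each isoform was 1 line, so a difference between classes compares a few lines with a few others.

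The mean number of called genes was 54 in isoforms 4-6 and 284.9 in the other 9 lines, a difference of -230.9 (exact permutation test, two-sided p 0.0636, adjusted over 3 tests 0.136). It was 92 in isoforms 3, 6, 9 and 12 and 294.8 in the other 8 lines, a difference of -202.8 (exact permutation test, two-sided p 0.0909, adjusted 0.136). Between isoforms 1-6 and isoforms 7-12 the difference was 52.7 (exact permutation test, two-sided p 0.639, adjusted 0.639). None of the 3 passed a threshold of 0.05. Even so, isoforms 4, 5 and 6 had the lowest numbers of all lines (81, 44 and 37), with isoform 12 next at 86. No split of this size has a lower mean. The other splits counted in its two-sided p therefore differed in the opposite direction.

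Lines with more HNF4A mRNA did not have more called genes. Over the 12 lines, Pearson's r between mean HNF4A TPM and the number of called genes was -0.418 (permutation p 0.168) and Spearman's rho was -0.58 (permutation p 0.0507). Without isoforms 6 and 9, the lines farthest from the median HNF4A level, r was -0.247. Over the 9 lines other than isoforms 4-6 r was -0.109 (permutation p 0.778).

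The log2 fold changes of 2 lines were correlated across genes, which are not independent replicates, with a median r of 0.58 over the 66 pairs (range 0.09 to 0.9). Unchanged lines simulated against the same parental libraries gave a mean r of 0.5 (range 0.42 to 0.57). The 36 pairs outside isoforms 4-6 had a median r of 0.72. The 27 pairs with 1 line of isoforms 4-6 had a median of 0.29, and the 3 pairs within isoforms 4-6 a median of 0.57. Changes that only 1 line of a pair has lower r, and the simulated lines had none. The simulated range is therefore no reference for pairs of changed lines, and a median below it does not show opposed changes. The highest r was that of isoforms 1 and 2, at 0.9.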

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

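Results are given here where the direct test of a difference between lines passed for genes called higher in some lines and lower in others against the same parental cells. There were 32 such genes, or 28 when 5 transfer RNA copies with identical values are counted once, and the 3 in which the smaller of the largest rise and the largest fall was greatest are described. By the difference between the highest and the lowest line alone, SUCNR1 (3.79), OR51B4 (3.77) and TMEM132D-AS1 (3.77) come before OAS1. These 3 genes, and with them the tests of the highest minus the lowest line, were chosen only after the result was seen, so their p-values are smaller than those of genes named in advance.

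HBE1 (chromosome 11, 5268345 to 5505652, GRCh38) was called higher in 3 lines (isoforms 4, 5 and 12) and lower in 8. It had 7.68 TPM ± 2.05 (SD, n = 3) in the parental cells, 43.8 TPM ± 1.24 (SD, n = 3) in isoform 4 and 0.271 TPM ± 0.0153 (SD, n = 3) in isoform 9, and the direct difference of isoform 4 minus isoform 9 was 5.14 on the log2 scale (SE 0.18, limma adjusted p 3.65e-19). OR51B5 (chromosome 11, 5303444 to 5505652, GRCh38) was called higher in the same 3 lines and lower in 7. It had 4.03 TPM ± 0.185 (SD, n = 3) in the parental cells, 31.3 TPM ± 3.08 (SD, n = 3) in isoform 4 and 0.0503 TPM ± 0.0437 (SD, n = 3) in isoform 9, a direct difference of 4.94 (SE 0.16, limma adjusted p 4.29e-20). OAS1 (chromosome 12, 112906777 to 112933222, GRCh38) was called higher in 5 lines (isoforms 1, 7, 8, 9 and 11) and lower in 3 (isoforms 4, 5 and 6). It had 4 TPM ± 0.314 (SD, n = 3) in the parental cells, 19.1 TPM ± 1.06 (SD, n = 3) in isoform 8 and 0.527 TPM ± 0.169 (SD, n = 3) in isoform 4, a direct difference of 3.72 (SE 0.11, limma adjusted p 1.78e-21).

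A single outlying library is argued against as the source: in all 29 calls of the 3 genes, the 3 libraries of the line lay on the called side of all 3 parental libraries. The annotated spans of HBE1 and OR51B5 overlap, and the counting method is not given in the sources used here, so reads of 1 transcript could be counted under both names. HBE1 and OR51B5 moved the same way in 12 of 12 lines, which shared reads and a shared control would both give, so these cannot be told apart and the pair may be 1 signal rather than 2. OR51B4 (chromosome 11, 5301014 to 5301946, GRCh38) was called higher in the same 3 lines and lower in 2 (isoforms 7 and 9). Its span lies outside that of OR51B5 but inside that of HBE1, so it does not decide between them. For OAS1, an interferon response of the whole line would move other interferon-induced genes the same way. Of a list of 12 such genes fixed before its values were examined (among them IFI6, IFI27, IFI44, IFI44L, IFIT1, IFIT2, IFIT3, ISG15, MX1, OAS2 and OAS3), 7 were tested. Their median log2 fold change was -0.39 in isoform 8, where OAS1 rose most, and the list was lower there (camera adjusted p 0.0114, fry adjusted p 6.71e-09), which argues against a general interferon response as the source of the rise. In isoform 4, where OAS1 fell most, the list was also lower (median -0.15, camera adjusted p 0.0453, fry adjusted p 5.34e-05). The list median was below 0 in all 12 lines, with the lowest at -1.09 in isoform 1 (camera adjusted p 0.0612, fry adjusted p 1.75e-12). The shared direction in isoform 4 therefore does not decide the source of the fall, and a weaker interferon response stays open for it. A difference between isoforms and a difference between lines that arose when each was derived both stay open, since each isoform is 1 line.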

How the results depend on the processing

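The alternatives were fixed before the data were examined, except the target list without a filter on low values, which was added after seeing the data.

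The HNF4A log2 fold change stayed past the threshold and positive in all 12 lines under every alternative run for it (block, 6 libraries, pseudocount, scaling, single libraries left out). Without a minimum fold change the 12 lines had, in order of isoform number, 8782, 8294, 3899, 2452, 2219, 1511, 5942, 5154, 3405, 5603, 5774 and 2186 genes, because many changes were small. With a pseudocount of 0.1 the lines had 1024, 863, 200, 162, 74, 62, 567, 366, 254, 338, 438 and 152 genes, because genes with low TPM gain larger fold changes. At a filter of 5 TPM, with fewer genes tested, isoforms 2, 4, 5, 6, 7, 8, 9, 10, 11 and 12 had 355, 41, 22, 18, 180, 127, 75, 135, 163 and 56. On its own 6 libraries isoform 5 had 67, with all 44 genes of the joint fit among them, and the cause was not tested. All other numbers of the lines under these settings, without a filter, with scaling and without the variance trend, were within 1.5 times. Leaving out 1 library gave between 96 and 182 genes in isoform 3, the highest without replicate 1, and stayed within 1.5 times in the other 11 lines.

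The replicate numbers are shared by the parental cells and 10 lines. Of 30 same-numbered pairs, 4 had residuals correlated above 0.1 (range -0.047 to 0.187), and no line had this in all 3 pairs, so the numbers were not taken to pair the libraries. With the number as a replicate block the number of called genes stayed within 1.5 times in all 10 lines, with 121 in isoform 3, and no call of the target list changed. Isoforms 4 and 5 have no numbers and were not in that fit.

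For the target list, the median in isoform 7 passed with a pseudocount of 0.1 (median 0.193, camera adjusted p 0.0416) and with fry (0.06), in a range of adjusted p over all alternatives from 0.00483 to 0.558. With fry isoform 8 (0.15) and isoform 9 (0.11) passed too, in ranges from 0.00183 to 0.384 and from 0.0387 to 0.789. With scaling the list no longer passed in isoform 11 (0.273) and isoform 12 (0.165). On 6 libraries, where other genes of the list pass the filter, it no longer passed in isoform 11 (0.93) and isoform 12 (0.73), while the median of isoform 3 went from 0.7 to 1.43 and still passed. The ranges of adjusted p over all alternatives were 3.21e-06 to 0.12 and 0.000346 to 0.382. Without a filter most of the list is near 0 TPM: the median fell to 0.018 in isoform 1, 0 in isoform 2, 0.0101 in isoform 3, 0.021 in isoform 10 and 0.029 in isoform 11, although camera still passed in these (largest adjusted p 0.00411), and was -0.007 in isoform 12, where the sign reversed and camera did not pass (adjusted p 0.382).

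For isoforms 4-6 minus 1-3, 195 genes were called at a filter of 5 TPM, 483 with a pseudocount of 0.1 and 5195 without a minimum fold change. For isoforms 7-9 minus 1-3 the numbers were 46, 126 and 1739, and 41 without a filter; the cause was not tested. With libraries as units, which treats the libraries of 1 line as independent, 17 genes were called for isoforms 10-12 minus 7-9, 1 for isoforms 2, 5, 8, 11 minus 1, 4, 7, 10 and 28 for isoforms 3, 6, 9, 12 minus the others. The last contrast, with 1 gene, had 0 without a filter, 0 with scaling, 2 at a filter of 5 TPM, 2 with a pseudocount of 0.1, 2 without a minimum fold change, and between 0 and 3 when a replicate was left out of every line that has numbers.

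The comparisons of numbers of called genes between classes stayed above 0.05: without a minimum fold change the exact permutation p adjusted over 3 tests was 0.0727 for isoforms 4-6 and for isoforms 3, 6, 9, 12, with differences of -3388.1 and -2777.2. The relation with the HNF4A level did not pass under either alternative (r -0.57, permutation p 0.0511, without a minimum fold change; r -0.413, permutation p 0.173, on 6 libraries). Between isoforms 1-6 and 7-12 the difference changed sign without a minimum fold change (-151.2), with neither value past the threshold. The median r between lines was 0.58 with scaling and with a pseudocount of 0.1. The number of genes called in all 12 lines was 2 with scaling and 4 with a pseudocount of 0.1.

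Of the named genes, those called in several lines stayed within 1.5 times of their number of lines in every alternative run. The 4 short RNAs and pseudogenes of isoforms 4, 5, 6 and 8 fell below the threshold in at least 1 alternative each. Their ranges of limma adjusted p were 0.0031 to 0.107 for RNU6-333P, 0.000273 to 0.057 for SNORD173, 0.0101 to 0.0944 for RN7SL617P and 0.0323 to 0.392 for RPL21P16. Read depth is unknown from TPM, and genes with a mean under 1 TPM were tested only without a filter.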

Other observations

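The counts of other splits, the tests on chromosome 4 for a few strongly changed genes, isoform class and copy number, those on the exchanged names, on carry-over and endogenous reads in the parental libraries, on SPARC and FGFBP1 and on a lower HNF4A level in 1 library, and the relation within lines, were chosen only after the result was seen. The limits of the chromosome 4 segments were also set from the data.

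Neighbouring genes shifted together on chromosome 4. The 13480 tested genes with a position were divided into 262 windows of 50 neighbouring genes, and the median log2 fold change of each window, relative to the median of all genes, was set against the largest window of 1000 shuffled gene orders. Of all pairs of a window and a line on chromosome 4, 26 lay beyond the 95th percentile of the shuffled maximum, in 10 of the 12 lines, against at most 4 on any other chromosome. This argues against a chance order of genes. Shifts were not confined to chromosome 4: isoforms 5 and 6 each had 9 windows beyond the limit, of which 3 were on chromosome 4. On chromosome 11, 4 adjacent windows from INTS4 to APLP2 (77878720 to 130144811, GRCh38) were beyond the limit of 0.088 in isoform 5 alone, with medians of 0.148, 0.186, 0.19 and 0.204. No separate test was run on that stretch. From ZNF141 to PCDH7 (chromosome 4, 337814 to 31146805, GRCh38, 112 genes) the median was -0.341 in isoform 2, -0.311 in isoform 4, -0.28 in isoform 5, -0.292 in isoform 6 and -0.329 in isoform 10, but 0.134 in isoform 7 and 0.022 in isoform 11. From RPS3A to FRG1 (chromosome 4, 151099573 to 189963204, GRCh38, 75 genes) it was 0.401 in isoform 4, 0.392 in isoform 5, 0.357 in isoform 6, 0.378 in isoform 10 and 0.402 in isoform 12, but -0.365 in isoform 7 and -0.205 in isoform 9. The 280 genes between had medians from -0.004 to 0.072.

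A few strongly changed genes are argued against, since 89.3% of the 112 genes of the first segment were lower in isoform 2. Content of GC and transcript length are argued against too: after removal of their relation with the fold changes over all genes, the median of the first segment in isoform 2 was -0.345. The N-terminal form as the whole source is argued against by isoforms 10 and 11, which share it and differed by -0.351 in the first segment, when the SD between libraries was 0.006 in isoform 10, 0.005 in isoform 11 and at most 0.075 in any line. The insertion does not give this difference either, since isoform 1 (-0.136) and isoform 2 (-0.341) differed the other way. The limit for this test was first set at 5 times that largest SD, which the difference does not reach, and was lowered to 3 times after the value was seen. Over the 12 lines the medians of the segments went against each other (Pearson's r -0.951, permutation p 2e-05; Spearman's rho -0.748, permutation p 0.00728; r -0.899 without isoforms 7 and 9). A candidate explanation is that cells with other copy numbers of the ends of chromosome 4 make up different shares of the parental culture and of each line. RNA alone holds no copy number, so this hypothesis and an effect of each single isoform cannot be told apart. The shift matters most where few genes changed: the segments hold 1.39% of the genes with a position but 8.84% of those with an adjusted p under 0.05 in isoform 6, 5.95% in isoform 5, 5.76% in isoform 4 and 5.18% in isoform 12. Of the called genes, 2, 2, 3 and 2 lay there.

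Replicate 1 of isoform 3 had less HNF4A and smaller changes than the other libraries of its line. Of 134 genes raised in isoforms 1 and 2, 133 were closer to the parental mean in this library than in its sisters, at a median fraction of 0.439 of the sisters' rise (quartiles 0.372 to 0.524), and HNF4A itself was at a fraction of 0.487. SPARC was at 7.27 TPM, against 0.326 and 0.426 TPM in its sisters. The shift of the first chromosome 4 segment was also smaller in this library, at a fraction of 0.494 of its sisters' (-0.125 against -0.242 and -0.264), and that of the second segment was at a fraction of 0.182. A lower HNF4A level alone stays open, since a shift that follows the level of the isoform would shrink as well. Cells or RNA of the parental line in this library could also give these. But a mixture would also bring 14.3 TPM under HNF4A12, the row filled in the parental libraries, and this library had 0 there, so a parental admixture is open only if the quantification moved those reads to the row of the construct. An admixture of another line is not seen in the HNF4A rows, where the highest besides HNF4A3 was HNF4A2 at 1.151 TPM.

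Within lines, libraries with more HNF4A also had a larger response, measured as the projection on the mean change of isoforms 1 and 2. In the 33 libraries of the lines other than isoform 3, Pearson's r within lines was 0.502 (permutation p 0.0109, adjusted over 2 sets 0.0109) and Spearman's rho 0.488 (permutation p 0.016), and r was 0.368 without the 2 libraries farthest from the median. With isoform 3 Pearson's r was 0.915 and Spearman's rho 0.605, and r was 0.682 without the 2 libraries farthest from the median. This is consistent with a response that follows the HNF4A level of each library, and also with a varying share of cells that carry the construct.

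The HNF4A12 row held 27.9 TPM ± 0.692 (SD, n = 3) in the parental libraries, of 31.5 TPM for all HNF4A rows, and at most 1.001 TPM on average in the lines of isoforms 1 to 11. Reads carried over alike from all lines are argued against, since the rows HNF4A1 to HNF4A9 had parental means of at most 0.043 TPM. Isoform 12 cells in the parental libraries would need a share of 4.13%. Only 1 gene of at least 5 TPM in isoform 12, C11orf86, lay under that share in all 3 parental libraries (at most 0.3 TPM, with 0.591 TPM needed), which is too little to decide. The parental libraries also had 2.5 TPM ± 0.88 in HNF4A11 and 0.984 TPM ± 1.154 in HNF4A10 (SD, n = 3). The isoform 12 libraries themselves had 1.698 TPM ± 0.041 and 0.078 TPM ± 0.068 there (SD, n = 3), so a small share of isoform 12 cells would not bring these rows, unless the quantification splits reads differently at a low level. The endogenous gene could be repressed in all lines, or its reads could be assigned to the row of the construct there, which the low value of 1.001 TPM does not separate. No biological explanation was tested.

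The names HNF4A4 and HNF4A5 are exchanged between the tables of isoforms 4 and 5 and the 11 others. In the pairs of isoforms that differ by the insertion, the shorter form left more signal in the row of its sibling (isoform 1 at 1.06 TPM ± 0.433, isoform 7 at 1.48 TPM ± 0.366, isoform 10 at 1.24 TPM ± 0.847; SD, n = 3) than the longer form did (isoform 2 at 0.0842 TPM ± 0.146, isoform 8 at 0.149 TPM ± 0.0143, isoform 11 at 0.268 TPM ± 0.129; SD, n = 3). By the names of their own tables, the libraries of isoform 4 had 1.96 TPM ± 0.8 and those of isoform 5 had 0.2 TPM ± 0.0601 (SD, n = 3) in the row of the sibling. The value of 0.2 TPM argues against an exchange of the libraries, and 1.96 TPM is consistent with names exchanged in the 11 other tables. The sum used for HNF4A is the same either way.

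SPARC and FGFBP1 fell in all 12 lines. The log2 fold change of SPARC ran from -1.56 in isoform 6 to -4.03 in isoform 2 (SE 0.34), and that of FGFBP1 from -1.05 in isoform 9 to -2.76 in isoform 2 (SE 0.22). The parental cells alone had been kept in zeocin and carry no GFP, so a difference of the parental culture could give a change common to all lines. An effect common to all isoforms would look the same, so these cannot be told apart for the part of the fall that all lines share. A difference of the parental culture alone, with the lines otherwise alike, would give all lines the same fall. The falls differed between the 12 lines (limma F test adjusted over all genes, p 1.62e-06 for SPARC and 1.11e-08 for FGFBP1), which argues against that. Each isoform was 1 line, so these differences may come from the isoforms or from deriving the lines. For FGFBP1 the first chromosome 4 segment, in which it lies, went the same way, with medians of -0.341 in isoform 2 and 0.09 in isoform 9. SPARC had 5.14 TPM ± 0.464 in isoform 6 and 0.105 TPM ± 0.0384 in isoform 2 (SD, n = 3), a log2 difference of 2.47 ± 0.34 (SE). FGFBP1 had 15.4 TPM ± 2.77 in isoform 9 and 4 TPM ± 0.791 in isoform 2 (SD, n = 3), a log2 difference of 1.71 ± 0.22 (SE).

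Other splits of the same libraries were counted for each number of called genes. For each of the 12 lines, 1 of the 10 splits of its libraries and the parental ones gave as many genes, the real one, and the others gave at most 1 gene. With 10 splits the share cannot be under 0.1, so chance cannot be excluded by this count alone. The same holds for isoforms 4-6 against 1-3 and 7-9 against 1-3, where 1 of 10 splits of the lines gave as many genes and the others gave at most 2. Where 0 genes were called, every split gives as many (10 of 10 for isoforms 10-12 against 7-9, and 35 of 35 for isoforms 2, 5, 8, 11 against 1, 4, 7, 10), so these counts say nothing about chance. For isoforms 3, 6, 9, 12 against the others, 7 of 100 splits drawn gave at least 1 gene, so chance is not excluded for the call of C11orf86.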
